A study of Mus musculus with 2 samples. Its data were reported in "RevGel-seq: instrument-free single-cell RNA sequencing using a reversible hydrogel for cell-specific barcoding" (2023).

How the data were processed

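RevGel-seq is a single-cell RNA-seq preparation in which each cell is linked chemically to a bead that carries a barcode, the complexes are held apart in a gel that can be made liquid again, and the RNA of each lysed cell is captured on its own bead. It was applied here to dissociated islets of mouse pancreas, the clusters of hormone-producing cells in that organ. The labels give 1 group of control islets at 8 weeks of age with 2 libraries, called library 1 and library 2 after their replicate numbers. The methods of the study describe them as technical replicates of the same islet preparation, each loaded with 10000 cells. The spread between them therefore holds preparation and sequencing error and no difference between animals.

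The authors deposited 1 table per library of whole-number counts, each the number of deduplicated transcripts (unique molecular identifiers, UMIs) of a gene in a cell barcode. According to the methods, the Cytonaut software made them. Cell barcodes were those above a knee in depth found with UMI-tools. Reads were aligned to exons alone, deduplicated and assigned to genes, with GRCm38 as the genome build and Ensembl as the annotation. The tables therefore hold only barcodes that had passed a depth threshold, and intronic reads are left out of the counts. Empty barcodes were not analysed here, so free RNA was judged from cells that should lack a gene. Library 1 listed 30135 genes and library 2 listed 30632, with 33038 in either. A gene with a row in 1 table only was set to 0 in the other. Of these identifiers, 32971 (99.8%) were found in GENCODE M21, which is on GRCm38 and gave the coordinates. No row lacked a gene name. The 2 tables shared 0 barcodes.

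The methods list filter and clustering settings for the authors' general software, while the islet libraries were analysed further with a separate script based on Seurat, whose settings they do not give. The listed filter was applied here: at least 200 genes per cell, at most 20% of UMIs from the mitochondrial genome, and genes seen in at least 3 cells, which left 26080 genes. UMIs were scaled to 10000 per cell and transformed as log2(value + 1). The 2000 most variable genes, 50 principal components, 10 neighbours and a resolution of 0.8 were taken from that list, with Leiden in place of Louvain clustering, in Python 3.11.15 with scanpy 1.11.5 and python-igraph 0.11.9. The annotation tool of the study was not used here because its reference data set was not at hand, so cell names were rebuilt from lists of marker genes fixed before the data were examined. The scoring rule was set after the clusters had been seen. A marker counted for a cluster if its CPM (UMIs of the gene scaled to 1000000 UMIs in total) was at least 0.5 higher on the log2 scale than in all other cells, with 10 CPM added to both, and at least 25% of the cluster's cells had a UMI of it. A name needed 4 such markers with at least 1 among the cluster's top 10 genes by fold, or 3 with at least 2 among them. The name with most markers among those top genes was taken. A cluster with 3 markers of B cells and 3 of T cells was named after both. A cluster that met none of these stayed unnamed. Named classes carry the ending "-like".

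Doublets were called per library with Scrublet, as scanpy runs it by default, which marked 8 cells in library 1 and 8 in library 2, together 1.08% of cells. They were kept, and removed as an alternative. A caller of this kind finds pairs of unlike cells and misses pairs of like cells. For genes per cell, each cell was also thinned at random to 4000 UMIs, and no cell was shallower than that. For hormones, the UMIs of Ins1 and Ins2 were added as insulin, and a cell was counted for a hormone from 1% of its UMIs. Intervals on shares are 95% exact Clopper-Pearson intervals. They cover counting error only. Where a count was 0, the limit it allows was taken as 3 counts. Values over libraries are mean ± SD with n = 2. Cells were not used as replicates. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333, so differences between classes in shares, genes per cell and hormones were set against the SD and not tested.

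Genes that differ between classes were tested on genes that had not defined the classes. Cells were clustered again on a seeded random part of the genes plus all markers (13066 genes), and the remaining 13014 genes were held out. Of all cells, 92.7% received the same class by both clusterings. Counts were summed over beta-like, alpha-like and delta-like cells of each library, giving 6 sums of 117 to 248 cells with 968941 to 2113084 UMIs from held-out genes. Gamma-like cells were not part of this test. The sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05) in 1 fit with 3 contrasts and 3 residual degrees of freedom. The sums of different classes in the same library come from the same preparation, so the library number pairs them by construction. The check of that pairing gave correlations of library deviations of 0.0858 between beta-like and alpha-like, 0.0559 between beta-like and delta-like and 0.132 between alpha-like and delta-like sums, over 4381 genes. The fit with the library as a replicate block was an alternative. The code was tested on simulated counts for the real genes with 200 genes changed in the beta-like sums and a dispersion of 0.02. It recovered 84.0% of them for beta-like against alpha-like with 3.45% of the calls false, and 82.0% for beta-like against delta-like with 1.80% of the calls false, over 7154 genes in each case. For alpha-like against delta-like, where no gene was changed, it made 0 calls among 7154 genes. The changed genes were drawn from those above a minimum mean count, and each was changed at least 2-fold. These rates therefore need not hold for genes with few counts, smaller changes or UMIs from a few cells.

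Genes named in the text follow rules fixed before the data were examined. For each contrast, they are the 5 genes in each direction with the largest fold change among those with an adjusted p under 0.05, at least 50 CPM in the higher class and the same direction in both libraries. For the comparison of libraries, they are the 5 genes in each direction with the largest ratio among genes with a mean of at least 100 CPM. Of the genes that met these rules, 1 is not reported here. The hormone genes and a set of check genes are always given. Alternatives covered the filter, the clustering, the doublets, the thinning depth, the hormone threshold, the scaling and tool of the test, and leaving out each library. DESeq2 1.42.0 was the other tool. All were chosen before the data were examined, and the closing section gives their effect. Exon-only counting with no stated use of strand leaves genes that overlap another annotated gene uncertain, and such genes are pointed out.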

Results

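Single-cell transcriptomes of control mouse islets were measured in 2 RevGel-seq libraries. Library 1 held 735 cell barcodes with 15931154 UMIs, and library 2 held 748 with 17440292. All of them passed the filter, so 0 barcodes were removed from either library. The lowest number of genes in any cell was 1965 in library 1 and 1804 in library 2, far above the minimum of 200. The barcodes amounted to 7.35% of the 10000 input cells in library 1 (95% interval 6.85% to 7.88%) and 7.48% in library 2 (6.97% to 8.01%), or 7.42% ± 0.0919 (SD, n = 2). The median cell had 17340 UMIs and 4519 genes in library 1, and 18922 UMIs and 4669 genes in library 2. The median share of mitochondrial UMIs was 0.549% and 0.536%. The highest was 6.76% in library 1 and 18.8% in library 2, where lowering the limit to 10% removed 1 cell.

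The first comparison asks how alike both technical replicates were. Over 26080 genes, the summed counts of the libraries, as log2(CPM + 1), had a Pearson r of 0.989 and a Spearman rho of 0.973. These correlations are across genes, which are not independent replicates. The alternative that moved r most was restriction to delta-like cells, where it was 0.949. Among 1443 genes with a mean of at least 100 CPM, 8 (0.554%) differed by more than 2-fold, and the median absolute log2 ratio was 0.054. The check gene Malat1 had 13172 CPM in library 1 and 13419 CPM in library 2. The tables shared 0 barcodes, and they were counted as separate libraries. With 1 library on each side, these ratios have no replicate check. The genes furthest above in library 1 were Ighg2b (788 against 8.49 CPM), Igkc (879 against 59.4 CPM), Ighm, Rgs5 and Spp1. Those furthest above in library 2 were Glycam1 (1493 against 0.251 CPM), Tff2 (488 against 1.63 CPM), Mfge8, Snhg11 and Apoe. A single cell held nearly all Tff2 UMIs, and a single cell each held 69.4% of those of Ighg2b and 44.0% of those of Glycam1.

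The second comparison concerns the make-up of the recovered barcodes. These were 7.42% of the input cells. Whether all kinds of cell were recovered alike was not tested, so the shares need not be those of the islets. Clustering gave 11 clusters in 9 classes, and both libraries contributed to each. Alpha-like cells made up 32.5% of library 1 (95% interval 29.1% to 36.0%) and 32.6% of library 2 (29.3% to 36.1%), or 32.6% ± 0.0731 (SD, n = 2). Beta-like cells made up 29.7% (26.4% to 33.1%) and 28.7% (25.5% to 32.1%), or 29.2% ± 0.648. Delta-like cells made up 16.3% (13.7% to 19.2%) and 15.1% (12.6% to 17.9%), or 15.7% ± 0.862. Gamma-like cells made up 8.16% (6.29% to 10.4%) and 11.1% (8.94% to 13.6%), or 9.63% ± 2.07. For each of the 4 classes the intervals of the libraries overlapped. Overlap is not a test of the difference, so a difference between libraries was neither shown nor ruled out. The alternative that moved the shares of the gamma-like and alpha-like classes most was the use of 1000 variable genes, with 13.3% gamma-like and 29.8% alpha-like cells. Under that setting alpha-like cells still outnumbered beta-like cells (28.1%). The alpha-like share also exceeded the beta-like share in each library, but the intervals of the 2 classes overlapped in both. Endocrine classes together reached 87.1% ± 0.637. Endothelial-like cells were 5.20% ± 0.541, B and T cell-like cells 4.93% ± 0.729, macrophage-like cells 1.35% ± 0.555 and ductal-like cells, of which there were 8, 0.542% ± 0.388. A cluster of 13 cells stayed unnamed (0.874% ± 0.466). Some B and T cell-like cells were delta-like or alpha-like when clustered on a part of the genes. Ppy was 7.57% of the UMIs of this class in library 2. The class may thus hold endocrine cells, and its share and the endocrine total are uncertain to that extent.

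**Figure D1:**
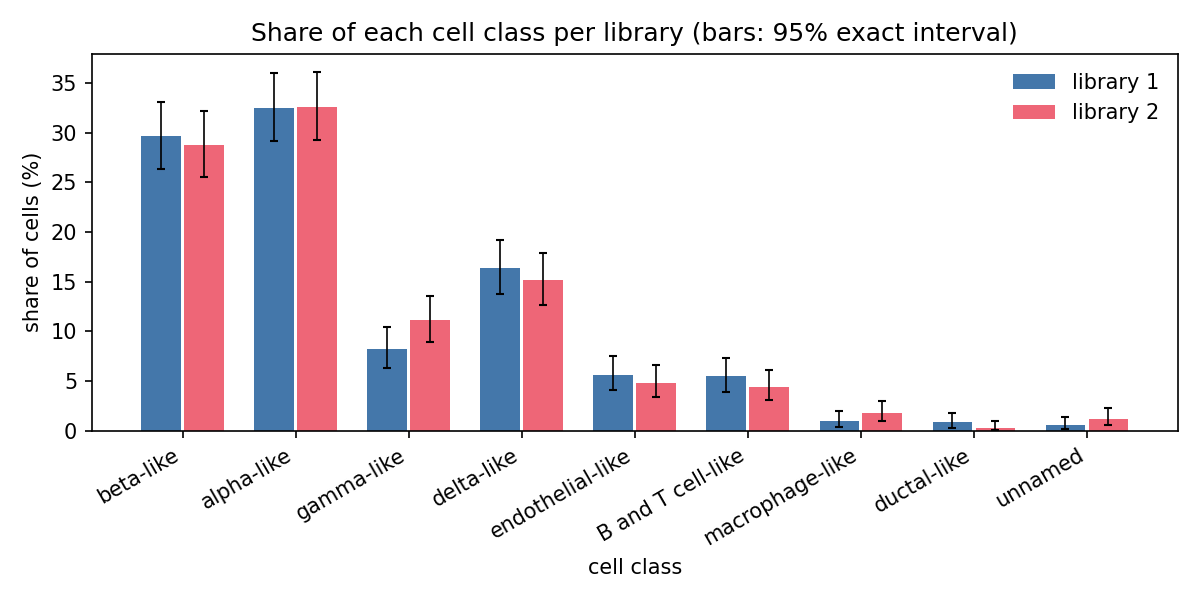
Share of cells in percent for each cell class, with 1 bar per library and error bars for the 95% exact interval of counting error. Alpha-like cells are the tallest pair at 32.5% and 32.6%, and the intervals of the libraries overlap in every class.

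The third comparison concerns the number of genes detected in each endocrine class. Without thinning, the median was 4237 ± 253 genes in beta-like cells, 4654 ± 235 in alpha-like, 4726 ± 247 in delta-like and 5564 ± 311 in gamma-like cells (SD, n = 2). The classes differed in depth, from a median of 14608 ± 1588 UMIs in delta-like cells to 28230 ± 2222 in gamma-like cells. After each cell was thinned to 4000 UMIs, the medians were 1554 ± 54.8 genes in beta-like, 1653 ± 33.6 in gamma-like, 1815 ± 3.18 in alpha-like and 2138 ± 1.77 in delta-like cells. Delta-like cells then had 37.7% ± 4.97 more genes than beta-like cells of the same library, and alpha-like cells 16.9% ± 3.92 more. Both differences exceeded the spread between libraries. The excess of gamma-like cells, 6.51% ± 5.92, was about as large as its spread, with 2.32% in library 1 and 10.7% in library 2. Thinning moved these values most: without it, the excess over beta-like cells was 10.2% in alpha-like, 11.9% in delta-like and 31.3% in gamma-like cells, which puts gamma-like cells above delta-like cells. The 4 hormones took a median of 38.8% ± 2.52 of the UMIs of a beta-like cell, 35.9% ± 0.450 of a gamma-like, 25.2% ± 0.144 of an alpha-like and 11.8% ± 0.628 of a delta-like cell, the reverse of the order of thinned gene numbers.

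**Figure D2:**
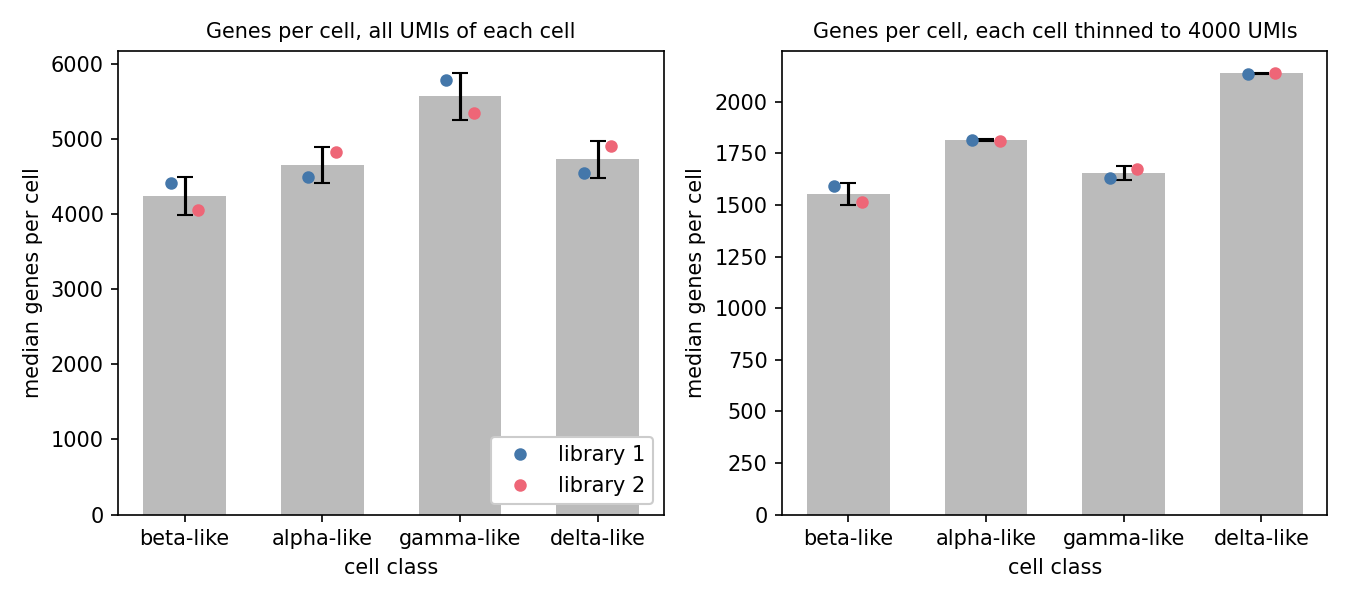
Median number of genes per cell for the endocrine classes, from all UMIs on the left and after thinning each cell to 4000 UMIs on the right. Bars are the mean of 2 libraries, error bars the SD and points the libraries; delta-like cells have the most genes after thinning (2138) and gamma-like cells before it (5564).

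The fourth comparison measured each hormone inside and outside its own class, which gives the background from free RNA. The genes lie on GRCm38 as follows: Ins1 (ENSMUSG00000035804) on chromosome 19 from 52264297 to 52265476, Ins2 (ENSMUSG00000000215) on chromosome 7 from 142678656 to 142743381, Gcg (ENSMUSG00000000394, the glucagon gene) on chromosome 2 from 62474530 to 62483650, Sst (ENSMUSG00000004366, somatostatin) on chromosome 16 from 23889573 to 23890958, and Ppy (ENSMUSG00000017316, pancreatic polypeptide) on chromosome 11 from 102099930 to 102101319. Ins1 and Ins2 are near copies whose reads the counting could split, so they were added. These genes were among the markers of the classes, and their levels in their own class describe the classes and test nothing. In the median beta-like cell, insulin was 38.6% ± 2.61 of UMIs. In the median alpha-like, delta-like, gamma-like and non-endocrine cell it was 0.177% ± 0.0164, 0.212% ± 0.0249, 0.151% ± 0.00852 and 0.178% ± 0.0249. Gcg was 23.6% ± 0.353 in the median alpha-like cell and between 0.0718% and 0.106% in the median cell of the other endocrine classes, beside 0.0831% ± 0.00920 in non-endocrine cells. Sst was 7.82% ± 0.525 in the median delta-like cell and 0.0150% ± 0.00583 in the median non-endocrine cell. Ppy was 35.3% ± 0.727 in the median gamma-like cell. It was 1.77% ± 0.392 in the median delta-like cell and 0.168% ± 0.0200 in the median alpha-like cell, both above the 0.0672% ± 0.00433 of non-endocrine cells by more than the spread, while the median beta-like cell had 0.0732% ± 0.000637. Sums over the 191 non-endocrine cells were higher than medians, because a few cells dominated them. Insulin was 2.18% of their UMIs in library 1 and 0.168% in library 2, and Ppy 0.434% in library 1 and 2.47% in library 2.

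The fifth comparison counted cells in which at least 2 hormones each reached 1% of UMIs, which needs no clustering. There were 191 such cells in library 1, or 26.0% (95% interval 22.8% to 29.3%), and 201 in library 2, or 26.9% (23.7% to 30.2%), giving 26.4% ± 0.626 (SD, n = 2). The threshold moved this share most, from 31.3% at 0.5% of UMIs to 5.13% at 5%. Of these 392 cells, 351 (89.5%) had Ppy as a member. Sst and Ppy passed together in 177 cells, Gcg and Ppy in 169, insulin and Ppy in 37, insulin and Sst in 36, Gcg and Sst in 29, and insulin and Gcg in 8. A cell can enter more than 1 of these pairs. No cell had all 4 hormones. Ppy passed the threshold in 65.0% of delta-like cells of library 1 (55.8% to 73.5%) and 70.8% of library 2 (61.5% to 79.0%). The values for alpha-like cells were 23.8% (18.6% to 29.8%) and 29.5% (23.9% to 35.7%), and for beta-like cells 10.6% (6.81% to 15.4%) and 7.91% (4.67% to 12.4%). In non-endocrine cells, which should lack the hormone unless endocrine cells were misplaced among them, they were 3.06% (0.636% to 8.69%) and 5.38% (1.77% to 12.1%). Median depths were 14608 UMIs in delta-like and 18304 in alpha-like cells, beside 15481 in endothelial-like and 11742 in B and T cell-like cells. The intervals of delta-like and alpha-like cells lay above those of non-endocrine cells in both libraries. Those of beta-like cells overlapped them.

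**Figure D3:**
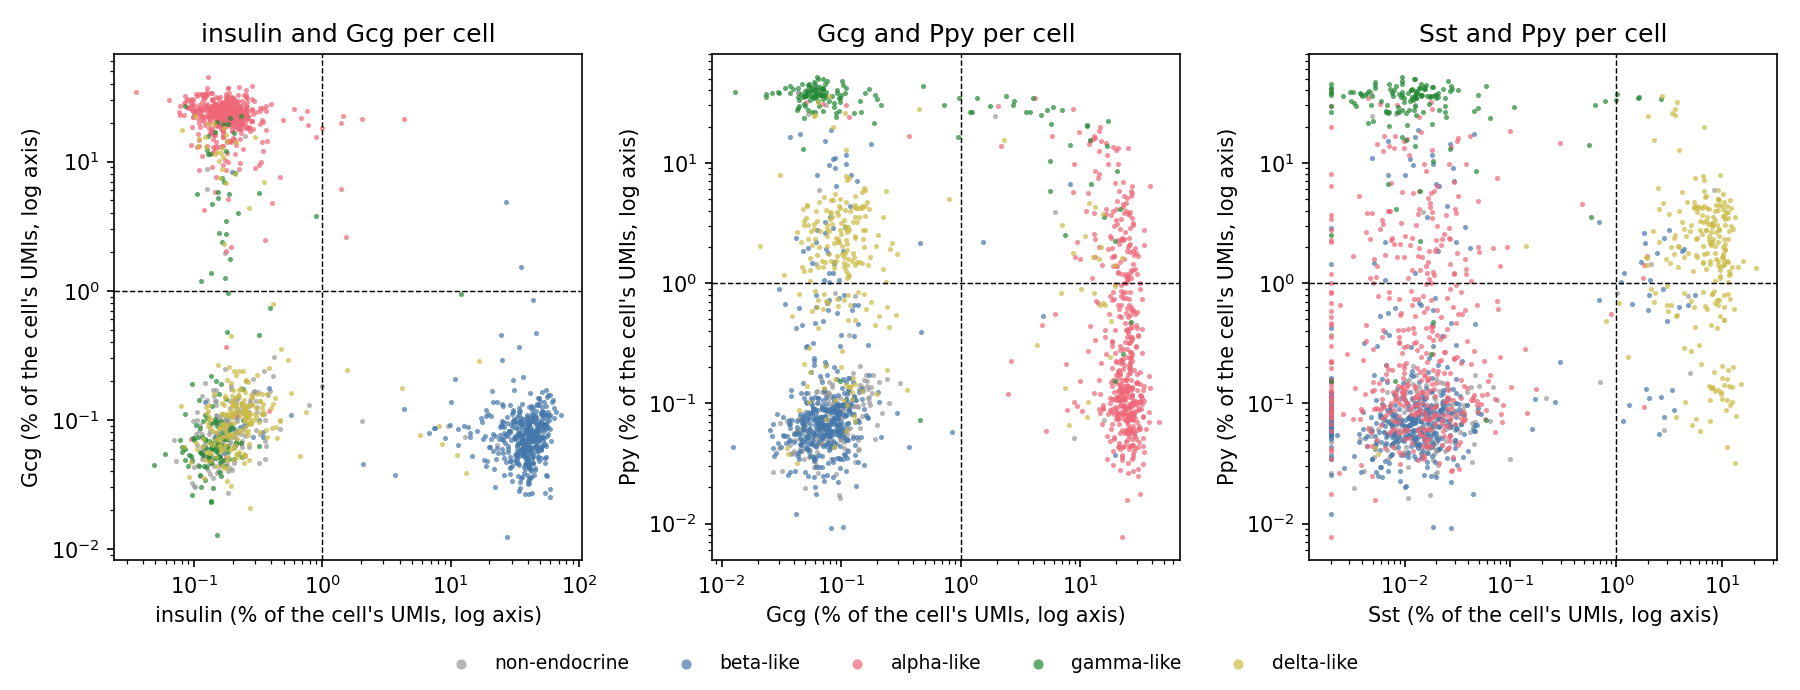
Percent of the UMIs of each cell from insulin and Gcg, Gcg and Ppy, and Sst and Ppy on log axes, with 1 point per cell of both libraries, colours for the class and dashed lines at 1% (0 is drawn at 0.002%). Few cells lie in the upper right of the first panel (8), against 169 in the second and 177 in the third.

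The sixth comparison asked how many genes differ between the 3 largest endocrine classes when the tested genes took no part in forming them. Among 7368 held-out genes, edgeR's quasi-likelihood test called 2636 (35.8%) between beta-like and alpha-like sums, 1335 higher in beta-like and 1301 higher in alpha-like cells. Between beta-like and delta-like sums it called 1958 (26.6%), 960 higher in beta-like and 998 higher in delta-like cells. Between alpha-like and delta-like sums it called 1506 (20.4%), 712 higher in alpha-like and 794 higher in delta-like cells. More than 2-fold differences made up 1168, 931 and 728 of these calls. The spread behind the test is that between 2 libraries of 1 preparation (coefficient of variation 10.9%), so the calls describe this preparation and not mice in general. The alternative that lowered the counts most was DESeq2, with 1717, 1199 and 899 calls. More cells were summed for the first contrast than for the others: with 117 cells in every sum, the counts were 1936, 1498 and 1111, in the same order.

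Among the named genes, Trpm5, Edn3, Ly6h and Dscam are given in full, a choice made after their values were seen. Trpm5 (ENSMUSG00000009246, chromosome 7 from 143069153 to 143094642) had 528 ± 31.3 CPM in beta-like and 1.54 ± 0.863 in alpha-like sums, a log2 fold change of 8.38 (SE 0.21, edgeR adjusted p 8.44e-13). It overlaps Tssc4 on the other strand. Edn3 (ENSMUSG00000027524, chromosome 2 from 174760619 to 174784042) had 629 ± 83.1 CPM in alpha-like, 122 ± 18.6 in delta-like and 4.56 ± 3.40 in beta-like sums. Its log2 fold change was -7.04 (SE 0.23, edgeR adjusted p 1.52e-11) for beta-like against alpha-like and -4.67 (SE 0.29, adjusted p 3.75e-08) for beta-like against delta-like. Edn3 had UMIs in 75.2% of alpha-like but only 18.5% of delta-like cells. In the main clustering, Gcg reached 1% of UMIs in 11.2% of delta-like cells. Alpha-like material in delta-like barcodes was not tested as the source of the delta-like level and stays open. Ly6h (ENSMUSG00000022577, chromosome 15 from 75551268 to 75567255) had 245 ± 26.0 CPM in delta-like, 14.8 ± 7.72 in beta-like and 1.24 ± 0.229 in alpha-like sums. Its log2 fold change for alpha-like against delta-like was -7.52 (SE 0.34, edgeR adjusted p 1.34e-09). Dscam (ENSMUSG00000050272, chromosome 16 from 96590840 to 97170752) had 245 ± 0.0565 CPM in delta-like and 2.44 ± 1.17 in alpha-like sums, a log2 fold change of -6.57 (SE 0.26, edgeR adjusted p 2.95e-10). It overlaps 3 annotated genes on the other strand.

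The other named genes are given more briefly. Higher in beta-like than in alpha-like sums were Gm43879, Gm6999, Th and Emid1, with 0 or 1 UMI in alpha-like cells. Against the limit of 3 counts over both libraries, Gm43879 was at least 74.7-fold higher. The ratio for Th, with 172 UMIs against 1, was 218 with a counting interval of 38.6 to 8651. Gm43879 lies within Cntnap2 on the same strand, and Gm6999 overlaps Gm49542 and Olfm4 on the same strand, so their counts are uncertain. The same holds for Gm17767 (with Gm37535) and Igkc (with Gm30211). Overlaps on the other strand involve Nhs (3 genes), Hk1 (Hk1os), Gm44850 (Itgad) and 4930539E08Rik (1700030A11Rik). Higher in alpha-like than in beta-like sums were Nsg2, Adrb1, Minar1 and Hk1. Higher in beta-like than in delta-like sums were Gm6999, Gm49542, Gm17767, Gm44850 and Kcnj12, all with 0 UMIs in delta-like cells, and Gm6999 was at least 64.7-fold higher. Higher in delta-like than in beta-like sums were Nhs (552 UMIs against 45), Ly6h and 4930539E08Rik beside Edn3. Higher in delta-like than in alpha-like sums were Trabd2b, Crhr2 and Fermt1. Higher in alpha-like than in delta-like sums were Npy, Igkc, Pmp22, Nsg2 and Dapl1. Of these, the 3 cells with most UMIs held 99.7% of the alpha-like UMIs of Npy, 98.9% of those of Igkc, 70.8% of those of Pmp22 and 84.2% of those of Nsg2, against 11.9% for Dapl1 (log2 fold change 3.72, SE 0.31, edgeR adjusted p 5.95e-07). Under clustering on all genes, Npy, Pmp22 and Nsg2 changed direction. Among all calls, genes for which 3 cells of the higher class held more than 50% of its UMIs numbered 38, 12 and 27 in the 3 contrasts.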

Values the study reported

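The study described 2 technical replicates of the islet preparation, each with 10,000 input cells.
In a separate experiment on human and mouse cells mixed before loading, it gave 3% as the rate of barcodes holding cells of both species.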

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

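All alternatives in this part were chosen before the data were examined, and none was added later. The rule for naming clusters, on which the class shares rest, was set after the clusters had been seen. The number of cells passing the filter stayed within its spread under 3 of 3 alternatives. The correlation between libraries has no spread of its own, so each of its 6 alternatives was counted as a change. It was 0.993 with 10 CPM added before the log and 0.972 over genes with a mean of at least 10 CPM. It was 0.984 in beta-like cells, 0.987 in alpha-like cells and 0.949 in delta-like cells. The setting with no filter on barcodes gave 0.990. The barcodes were the same there, but 31902 genes entered in place of 26080. It could not be computed without a library.

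Of 85 class shares under alternatives, 51 stayed within 1 SD of the libraries. The alpha-like share has an SD so small that all 10 settings passed it: 32.8% at a Leiden resolution of 0.4, 32.3% at 1.2, 31.6% with 20 principal components, 29.8% with 1000 variable genes, 33.2% with called doublets removed, 32.7% with at most 10% mitochondrial UMIs, 33.4% with each library clustered alone and 33.8% with cells assigned by the hormone with most UMIs. The beta-like share was 28.2% with 20 components and 28.1% with 1000 variable genes. The gamma-like share was 13.3% with 1000 variable genes and 12.5% by the hormone with most UMIs, and the delta-like share 12.8% by that hormone. With 1 library left out and the other clustered again, the shares ranged from 32.9% to 33.9% for alpha-like, 8.57% to 11.9% for gamma-like, 14.7% to 16.5% for delta-like and 28.6% to 28.6% for beta-like cells. No cluster received the B and T cell-like name at a resolution of 1.2 or when a library was clustered alone. This concerns the name and not the cells, which then fell into clusters with other names. Shares of names that the main clustering lacks were not compared. The same limit holds for the macrophage-like and ductal-like values of 0% below. The B and T cell-like class was 2.86% with called doublets removed, 2.83% with 20 components and 3.30% with 1000 variable genes. Macrophage-like cells were 5.21% without library 1, 0% without library 2 and 2.61% with each library clustered alone. Ductal-like cells were 0% without library 1 and with 1000 variable genes, and 1.42% with 20 components. The unnamed cluster was absent without library 2 and with 20 components. Endothelial-like cells were 4.14% without library 1 and 3.98% at a resolution of 1.2. The shares of small classes thus depend on the clustering. The cause was not tested.

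The excess of genes per cell over beta-like cells stayed within 1 SD in 6 of 9 alternatives that kept both libraries. The others were those without thinning: 10.2% in alpha-like, 11.9% in delta-like and 31.3% in gamma-like cells, where depth enters by construction. Leaving out 1 of 2 libraries cannot move a mean of their values by more than 1 SD, so these and the following ranges without a library only show the single values. The excess ranged from 14.1% to 19.6%, 34.2% to 41.2% and 2.32% to 10.7%. Hormone levels in sums of non-endocrine cells have a wide SD, and 11 of 12 alternatives with both libraries stayed within it. The median per cell for Gcg, 0.0831%, did not. The other medians stayed within the SD but were far below the sums. They were 0.0672% against 1.45% for Ppy, 0.178% against 1.17% for insulin and 0.0150% against 0.117% for Sst. A Leiden resolution of 1.2 left the sums of non-endocrine cells unchanged. These sums rest on 1 library: without library 1 and without library 2, insulin was 0.168% and 2.18%, Gcg 0.445% and 0.220%, Sst 0.0167% and 0.218%, and Ppy 2.47% and 0.434%. The share of cells with at least 2 hormones was 31.3%, 18.4% and 5.13% at thresholds of 0.5%, 2% and 5%, as a stricter threshold must lower it, and 26.0% to 26.9% without each library.

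Counts of held-out genes stayed within 1.5 times their value under 24 of 27 alternatives. DESeq2 called 1717, 1199 and 899 genes against 2636, 1958 and 1506 by edgeR for beta-like against alpha-like, beta-like against delta-like and alpha-like against delta-like sums. The cause was not tested. DESeq2 size factors in edgeR gave 2642, 1954 and 1511 calls. The replicate block gave 2588, 1931 and 1466 calls. Clustering on all genes gave 2517, 1786 and 1644 calls, kept 88.0%, 79.7% and 83.2% of the calls that it tested, and gave 7, 10 and 42 the opposite direction. DESeq2 kept 65.0%, 61.0% and 59.7%, and equal numbers of cells kept 74.1%, 77.7% and 74.1%. With 1 library left out, no residual degrees of freedom remain, so the calls have no test of their own without each library.

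Among named genes, 247 of 255 values kept their direction and their side of the threshold. Genes that a setting did not test gave no value. The 5 values that changed direction were all for alpha-like against delta-like sums. Under clustering on all genes, log2 fold changes were -8.49 for Npy, -2.13 for Pmp22 and -3.11 for Nsg2. For Igkc they were -0.87 with called doublets removed and -0.99 with equal numbers of cells. Of these 5 values, those of Npy and Nsg2 were significant in the new direction, while those of Igkc and Pmp22 were not. In these genes 3 cells held most UMIs of the higher class, so moving single cells between classes, or out of them, could change the sign. Whether those cells moved was not tested. At least 1 cell that was B and T cell-like under clustering on all genes was alpha-like in the clustering used for the test. The values that kept their direction and lost significance were Nsg2 for beta-like against alpha-like sums (-2.68) and Igkc for alpha-like against delta-like sums (0.18) under clustering on all genes, and Kcnj12 for beta-like against delta-like sums (8.40) with DESeq2. Depth limits the low side of many ratios, where a class had 0 or 1 UMI and only a lower limit can be given.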

Other observations

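The tests on Xist, those on random pairs, the free-RNA test for insulin with Sst, those on the smaller beta-like cluster and those on gastric epithelium were chosen only after the result was seen. In the partner tests below, the form of the test and the rule for reading it were changed 2 times after values had been seen. Earlier rules had led to other readings for both pairs with Ppy.

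The source of the cells was checked with Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254), which is transcribed from an inactive X chromosome. Xist had 744 CPM in library 1 and 737 CPM in library 2 and was found in 95.4% and 94.4% of cells. The Y-linked check genes had 2 UMIs over both libraries, both from Kdm5d. Ddx3y and Uty had 0 UMIs in library 2 and no row in library 1, and Eif2s3y had no row in either. These stand against 16897 UMIs of their X homologs, which is what a female source of the cells would give. The methods of the study describe male mice, and the labels give no sex. A mixture of male and female cells is argued against: the 76 cells without an Xist UMI held 485 UMIs of the X homologs and 0 Y-linked UMIs, and their median depth was lower (14560 against 18528 UMIs). Free Xist RNA taken up by all beads is argued against as well, since class means differed 2.89-fold, from 346 CPM in endothelial-like to 1002 CPM in alpha-like cells. A gene table that left out the Y-linked genes is argued against by 3 of the 4 having a row in at least 1 table. What stays open is how the cells relate to the described animals. No biological explanation was tested.

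Cells with both Gcg and Ppy (169) or both Sst and Ppy (177) above 1% of UMIs outnumbered what random pairs of cells on 1 bead would give. With the 8 insulin and Gcg pairs as the yardstick, and their upper limit, they were 24.4 times and 67.9 times as many as allowed. The yardstick assumes that random pairs form in proportion to the numbers of cells. All 5 other pairs exceeded it, insulin with Ppy 6.32 times and Gcg with Sst 4.13 times at the upper limit, and the rate of mixed barcodes quoted from the study above, which comes from other cells, was not used here. Random pairs of insulin and Gcg cells would themselves be among the 8, so these set a ceiling. Free hormone RNA is argued against too, since 4.19% of non-endocrine cells passed the threshold for Ppy, against 26.7% of alpha-like and 67.8% of delta-like cells. Neighbouring cells that stayed together were tested with 20 genes enriched in cells with Ppy alone, chosen in 1 library and read in the other, in cells with no further hormone above 1%. For Gcg with Ppy, these genes rose as if 17.8% ± 4.05 of UMIs came from a partner (14.9% and 20.7%), where the hormone itself needs 23.9% ± 1.61. For Sst with Ppy, they gave 5.93% ± 4.89 (2.47% and 9.39%) where 13.7% ± 3.25 is needed. In both patterns the rise was only a part of what partners would bring in each library. Median depth was higher than in cells with Gcg alone by 24.9% and 2.55%, and than in cells with Sst alone by 2.56% and 13.2%. Cells joined in the islet, cells that express both hormones and a mixture of both therefore cannot be told apart here. That single cells express both is an untested hypothesis, and no group in the design bears on it.

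Cells with both insulin and Sst (36) were 6.05 times as many as random pairs of cells allow at their upper limit. The ratio was 3.97 at a threshold of 0.5% and 7.56 at 2%. At 5% there was 1 such cell against an upper limit of 1.29 from 0 insulin and Gcg pairs, a ratio of 0.776. No excess was left at that threshold. Free hormone RNA that reaches all cells alike is argued against. The threshold lay 72.0 ± 28.0 times above the Sst share of the median non-endocrine cell, and at that level 0 beta-like cells would pass by chance, against 15 in library 1 and 13 in library 2. Insulin in the median non-endocrine cell was 0.178%. Of non-endocrine cells, 3.14% passed the threshold for Sst, all 6 of them in library 1. They were 6.12% of the non-endocrine cells there, against 6.88% of beta-like cells, so beta-like cells showed no clear excess in that library. In library 2 the shares were 0% and 6.05%. Some of those 6 cells were delta-like when clustered on a part of the genes. They may thus be misplaced or mixed cells. Free RNA spread unevenly is neither shown nor excluded by them and stays open, for library 1 in particular. In the 22 cells with these and no other hormone above 1%, 20 genes enriched in cells with insulin alone rose as if 68.0% ± 2.60 of UMIs came from a beta-like partner, where insulin needs 58.5% ± 0.325. These cells also had more UMIs than cells with Sst alone, by 64.1% in library 1 and 245% in library 2. Neighbouring cells that stayed together may thus be a source of this pair. No biological explanation was tested.

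Beta-like cells fell into a cluster of 319 cells and a smaller one of 114 with less insulin, Mafa and Ucn3, in both libraries. In the smaller cluster Ins1 was 0.459 times, Ins2 0.538 times, Mafa 0.233 times and Ucn3 0.295 times its level in the larger one. G6pc2 was 0.336 times, Slc2a2 0.438 times and Nkx6-1 0.796 times its level there, while Iapp, at 1.02 times, was not lower. Shallower cells are argued against, as the median depth was 1.13 times that of the larger cluster. Beta-like cells mixed with cells of other hormones are argued against as the cause of the whole cluster. In its 58 cells with Gcg, Sst and Ppy together below 1% of UMIs, median insulin was still 0.598 ± 0.0122 times that of such cells of the larger cluster, Mafa 0.218 and 0.0259 times and Ucn3 0.287 and 0.112 times in library 1 and library 2. An earlier test on Iapp was dropped, since cells with Ppy carry that transcript too. For a part of the cluster, mixing stays open. Its median Ppy share was 0.383% against 0.0660%, and 5 of its cells were called doublets against 0. In 29.4% ± 4.09 of its cells, against 0.654% ± 0.924 in the larger cluster, the other hormones reached the least that diluting partners would bring. Mixed cells and cells that express several hormones cannot be told apart in that part. Cells of another kind placed among the beta-like cells were not tested as a source. Of the 433 beta-like cells, 415 reached 1% of UMIs for insulin. Some of the rest had insulin near the background and were alpha-like, delta-like or gamma-like when clustered on a part of the genes. How many of them lay in the smaller cluster was not counted. A state of beta cells with less insulin remains a hypothesis, and no group in the design tests it.

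The unnamed cluster of 13 cells had Fabp1 (7549 CPM) and Dmbt1 among its top genes. Its best marker list was that of ductal cells, with 3 markers and 1 among the top 10 genes, too few for a name. Krt19 was found in 100%, Cftr in 92.3% and Sox9 in 61.5% of its cells. Ductal cells were not tested as a source and stay open. Of 11 genes on a list for intestinal epithelium, 10 were among the genes kept. Of these, 9 were enriched at least 4-fold and found in at least 25% of the cluster's cells, among them Cdx1 and Cdx2. Krt20 was enriched too (237 CPM against 0) but was found in only 23.1% of the cells. Intestinal epithelium carried over may thus be the source of the cluster. A list of 7 genes for gastric epithelium decided nothing, since only 2 were in the table. Gastric epithelium carried over is argued against as the source of the whole cluster by Cdx2, a gene of intestinal and not of gastric epithelium, which had UMIs in 100% of the cells. It cannot be told apart from other sources for a part of them, since Gkn3 was found in 30.8% and Muc6 (1327 CPM against 1.67 in all other cells) in 23.1%. No biological explanation was tested.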
